A study of Mus musculus with 4 samples. Its data were reported in "Tox4 regulates transcriptional elongation and reinitiation during murine T cell development" (2023).

How the data were processed

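Thymocytes of 4 mice were profiled by droplet single-cell RNA sequencing (10x Genomics Chromium, 3′ kit, version 3 chemistry), in which each transcript is captured at its poly(A) tail and carries a unique molecular identifier (UMI), so that PCR copies are counted once. Per the labels and the study's methods, 2 libraries came from mice with 2 floxed Tox4 alleles (control) and 2 from mice with the same alleles and the Lck-Cre transgene (cKO), whose recombinase deletes the floxed exons in developing T cells. The libraries are named control 1, control 2, cKO 1 and cKO 2 after the replicate number in their labels.

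The deposited files hold raw UMI counts per gene and cell, 1 matrix per library. The authors made them with the counting program of 10x Genomics (cellranger, default parameters) on the GRCm38 (mm10) mouse genome and deposited its filtered matrices, which hold the droplets the program called as cells, with no normalization and no pooling of libraries. Every deposited cell had at least 500 UMIs. Gene symbols are those of the files. Gene positions are 1-based positions of GRCm38 with GENCODE release M21 annotation.

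The 4 matrices held 57354 cells and 204258388 UMIs, between 42716798 and 62007453 per library. Following the study's filters, cells with under 200 detected genes, cells in the top or bottom 2.5% of UMI totals of their library and cells with over 10% mitochondrial UMIs were left out. The mitochondrial filter decided most of the losses: 48.3% of cells of control 1, 20.6% of control 2, 46.1% of cKO 1 and 23.1% of cKO 2 lay above it. Doublets (droplets with 2 cells) were scored with Scrublet (scanpy 1.11.5) at an expected rate of 8%, and the 5% of cells with the highest score were removed per library, which took 297, 444, 384 and 633 cells. The kept cells numbered 5648, 8442, 7298 and 12027.

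Counts were scaled to 10000 UMIs per cell (CP10K) and log-transformed. The 3000 most variable genes were centred within each library, scaled, and reduced to 30 principal components. A shared-neighbour graph over 20 neighbours was clustered with the Leiden algorithm (leidenalg 0.10.2) at resolution 1. Each cluster was named from 12 marker lists that were fixed, like the tests, the alternatives and the genes to be named, before the data were examined: 6 αβ T cell stages, γδ T cells, B cells, medullary thymic epithelial cells (mTEC), the mononuclear phagocyte system (MPS), erythroid cells and neutrophils. The lists of CD4SP and CD8SP cells share 3 genes. The name went to the list with the highest mean log2 CPM relative to the other clusters, with a pseudocount of 5 CPM. The thresholds of this scoring were not fixed beforehand, and that of 0.3 below was set after the clusters had been seen. A cluster stayed unnamed if its best score was under 1, if under 3 of the markers were detected, if it had fewer than 20 cells, if a list of non-T cells and another list both scored at least 1 and at least 0.3 times the best score, or if its UMI total was under 1/3 of its library's median with none of its markers among its top 10 genes. These rules kept 6 clusters out of every class, 8.46% and 7.01% of the kept cells of control 1 and 2 and 14.1% and 10.7% of those of cKO 1 and 2. All class names below are such rebuilt, marker-based names ("X-like"), so a difference from the study's clusters can come from the naming alone.

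Cells are not replicates. UMI counts were therefore summed per library and class, where each library had at least 30 cells of the class, and the 4 sums were tested with edgeR's quasi-likelihood F test (edgeR 4.0.16, R 4.3.3) with TMM factors, genotype as the single term and filterByExpr as the filter on low counts. p-values were adjusted by the Benjamini-Hochberg method over the genes tested in a class, and a gene was called at an adjusted p under 0.05. The tests ran on 8 classes: DN, DPbla, DPre, DPsel, CD4SP, CD8SP, all DP (the 3 DP stages summed) and MPS. Fold changes are cKO over control on the log2 scale, and their standard errors (SE) are approximate, the fold change divided by the square root of its F value. Genes named in the text are 7 fixed genes (Tox4, Cdk1, Ccnb1, Ccnb2, Ccna2, Cd8a and Cd8b1) and, per class, the 5 (DPbla) or 3 (other classes) called genes with the largest change in each direction whose control and cKO libraries did not overlap. The 7 genes come from the study, which chose 6 of them on these libraries, so values adjusted over the list alone are not independent evidence.

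A gene set of 22 proliferation genes taken from the study was tested with camera (limma 3.58.1) at a preset correlation of 0.01, with fry and with an estimated correlation. The proliferation score of a cell was the mean log(1 + CP10K) of the 22 genes. Cell cycle phases came from the S (43 genes) and G2/M (54 genes) lists of Seurat 5.3.0 as mouse symbols, with G1 where both scores were at or under 0. Because depth differed between libraries, scores, phases and genes per cell were taken on cells thinned at random to 1000 UMIs. This left out 811 kept control cells and 2030 kept cKO cells with fewer UMIs. Values per library were compared by a two-sided exact permutation test over the 4 libraries. With 2 libraries in each group its smallest p is 0.333, so this test cannot reach 0.05 and the values per library are the result. Intervals for shares are exact 95% binomial (Clopper-Pearson) and cover counting error only.

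The count test was tried on simulated counts with the means, library sizes and dispersions of each class and 200 changed genes. At a log2 change of 1 it recovered 52% of the changed genes in DN, 73.5% in DPbla, 79% in DPre and in DPsel, 69.5% in CD4SP, 64% in CD8SP, 83% in all DP and 28% in MPS. At a log2 change of 0.5 it recovered 8%, 26%, 12%, 8%, 16.5%, 7%, 43.5% and 0% in the same order.

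Alternatives covered doublet removal, UMI and mitochondrial filters, cluster resolution, gene scaling, clusters found in the control libraries alone, clusters built without the called, score and fixed genes, DESeq2 1.42.0 and its size factors, filters on low counts, equal cells and UMIs per library, the replicate number as a block, thinning depth and leaving out each library. Cells of the 6 unnamed clusters entered sums over all kept cells only. The study's qRT-PCR and flow cytometry were not used here.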

Results

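Thymocytes of control mice and of mice with a conditional deletion of Tox4 in T cells (cKO) were compared by single-cell RNA sequencing, with 2 libraries in each group and no technical repeats. Tox4 encodes a DNA-binding protein of the nucleus, and the comparison asks at which stage of T cell development, and in which genes, its loss changes thymocytes. Control 1 held 12609 cells and 42716798 UMIs, control 2 held 11790 cells and 47068533 UMIs, cKO 1 held 15608 cells and 52465604 UMIs, and cKO 2 held 17347 cells and 62007453 UMIs. The median cell had 1792, 2698, 1533 and 2295 UMIs in the same order. After filtering, 33415 cells remained, with medians of 3456, 2915, 3209 and 2493 UMIs. The quality of the libraries followed the replicate number more than the genotype, since the share of cells with over 10% mitochondrial UMIs was 48.3% in control 1 and 46.1% in cKO 1 against 20.6% in control 2 and 23.1% in cKO 2. All 4 libraries expressed genes of the Y chromosome (Ddx3y between 69.3 and 94.5 UMIs per 1000000, CPM) and had between 0.0936 and 0.145 CPM of Xist, so sex did not differ between the groups.

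The targeted gene was examined first. Tox4 (ENSMUSG00000016831) lies on chromosome 14 from 52279146 to 52296401 and has 10 exons. The floxed exons 4 to 6 span 52285660 to 52287531, while the 3′ untranslated region that this library type reads lies in exon 10 (52293259 to 52296401), so transcripts of the deleted allele can still be counted. Over all kept cells Tox4 reached 68.4 and 73.1 CPM in the control libraries and 55.3 and 62.2 CPM in the cKO libraries, lower in both cKO libraries. Its log2 fold change was -0.27 (SE 0.10, n = 2 per group, edgeR), with an adjusted p of 0.211 over all genes and 0.0435 adjusted over the list alone (the 7 fixed genes). In all DP cells the log2 fold change was -0.28 (SE 0.10), with an adjusted p of 0.110 over all genes and 0.0251 adjusted over the list alone. With genotype as the single term, Tox4 passed the threshold over all genes in none of the 8 classes. The alternative that moved the value over all cells most was a mitochondrial limit of 5%, which gave -0.17 (adjusted p 0.414, edgeR; 0.171 to 0.414 over its alternatives fitted on genotype alone). MPS cells, in which Lck-Cre should be inactive, gave -0.51 with an SE of 0.40 from between 15 and 23 UMIs of Tox4 per library. These droplets also held 477 to 745 CPM of Cd8b1, against 1311 to 1753 CPM over all kept cells, so part of their RNA came from thymocytes, and the MPS values do not measure Cre-free cells alone.

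To identify the populations, the kept cells were grouped into 26 clusters. The markers named 15 clusters as the 6 αβ T cell stages, which held 28743 cells or 86.0% of the kept cells. These were double-negative cells (DN, 1 cluster), DP blasts (DPbla, 4 clusters), DP cells undergoing rearrangement (DPre, 5 clusters), DP cells under selection (DPsel, 3 clusters), CD4SP and CD8SP cells (1 cluster each). The DN cluster was led by Gm4632, Myl10, Plac8, Tcrg-C2, Tcrg-C1 and Il2ra. The DPbla clusters were led by Hells, Ung and Mcm3 (cluster 8), by Nusap1, Top2a and Ube2c (cluster 9), by Cenpa, Cdc20 and Cenpf (cluster 12) and by Pclaf, Hist1h1b and Rrm2 (cluster 15). The largest DPre clusters were led by Xrra1 and Rag1 (cluster 1) and by Tubb2b and Insl5 (cluster 2). A small DPre cluster (cluster 21, 146 cells) was led by the interferon-response genes Rsad2, Usp18, Rtp4 and Ifit1. The DPsel clusters were led by Cd5 and Egr1, by Itm2a and Id2, and by Tnfrsf9 and Nr4a1, the CD4SP cluster by Igfbp4 and Ms4a4b with the interferon gene Ifit1 among its top 10, and the CD8SP cluster by Nkg7 and Cd7. Outside the αβ lineage, 2 clusters were named MPS (2.86% of kept cells), 1 γδ T cells (0.251%), 1 B cells (0.467%) and 1 erythroid cells (0.284%). The mTEC list scored highest in clusters 17 and 19 (549 and 178 cells), which also carried markers of other classes and stayed unnamed. The neutrophil list scored highest in cluster 14 (687 cells), where under 3 of its markers were detected, and in cluster 26 (1 cell). Cluster 18 (210 cells) joined MPS and DPre markers, and cluster 4 (1758 cells) had a median of 840 UMIs, so neither was named. Of the DP cells, 13.7% were DPbla, 64.9% DPre and 21.4% DPsel.

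The share of each stage and its ratio to the DN class were then compared, since a block in development changes the number of cells that follow it. DN cells made up 1.24% and 1.29% of the kept cells of the control libraries and 2.06% and 2.46% of those of the cKO libraries. The 95% intervals of the cKO libraries (1.74% to 2.41% and 2.19% to 2.75%) lay above those of the control libraries (0.967% to 1.56% and 1.06% to 1.56%). DPbla cells rose from 8.91% and 8.71% to 11.4% and 11.7%. DPre cells made up 49.9% and 55.1% in the control and 42.0% and 49.7% in the cKO libraries, and DPsel cells 17.2% and 18.0% against 13.7% and 16.3%. In all 4 of these stages the groups did not overlap, which the exact permutation test rates at its smallest p of 0.333. The groups overlapped for CD4SP (6.48% and 4.95% against 5.85% and 4.27%), CD8SP (3.28% and 2.62% against 3.64% and 2.31%) and MPS (3.36% and 1.54% against 5.70% and 1.81%). With clusters built without the called genes the difference of the means (cKO minus control) was 0.997 percentage points for DN, 2.84 for DPbla, -6.38 for DPre and -2.35 for DPsel, next to 0.993, 2.75, -6.66 and -2.58 with all variable genes. Leaving out cKO 1 brought the DPre difference to -2.85 and the DPsel difference to -1.30.

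Relative to DN cells, the measure used in the study, every later αβ stage was smaller in the cKO libraries. There were 7.19 and 6.74 DPbla cells per DN cell in the control and 5.56 and 4.75 in the cKO libraries. For DPre the ratio fell from 40.3 and 42.7 to 20.4 and 20.2, for DPsel from 13.9 and 14.0 to 6.69 and 6.63, for CD4SP from 5.23 and 3.83 to 2.85 and 1.74, and for CD8SP from 2.64 and 2.03 to 1.77 and 0.939. Among the alternatives in percent, a mitochondrial limit of 5% moved the DPbla difference most, from 2.75 to 5.51 percentage points. The choice of denominator decided the direction for DPbla and CD8SP, because the DN class itself took a larger share in the cKO libraries. Per the study, flow cytometry found the number of DN cells unchanged and the thymus smaller in cKO mice, which is why it used DN as the reference. A share of kept cells does not measure cell number, so the higher DPbla share does not show that there were more blasts. The DN class is small, with 70, 109, 150 and 296 cells, which limits the precision of every ratio.

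To ask whether proliferation differed, the score of 22 proliferation genes was compared on cells thinned to 1000 UMIs. DPbla cells had the highest score, 0.764 and 0.765 in the control and 0.784 and 0.765 in the cKO libraries, so the difference of 0.0102 was smaller than the SD of the cKO libraries (0.0129). The groups lay apart by little (0.7648 in control 2 and 0.7653 in cKO 2), and the difference became 0.00106 without cKO 1. On unthinned cells the DPbla score was 1.07 and 1.06 against 1.10 and 1.07, and on the linear CP10K scale it was 7.26 and 7.05 against 7.06 and 6.59, a difference of -0.33 in that unit. On the log scale a mitochondrial limit of 5% moved the difference most, to -0.0314. Both reversed the direction. In DPre cells the score was 0.169 and 0.145 in the control and 0.186 and 0.170 in the cKO libraries (unthinned 0.263 and 0.218 against 0.277 and 0.239), and the difference of 0.0208 became 0.00869 without control 2. In DN cells it was 0.222 and 0.179 against 0.25 and 0.234 (unthinned 0.387 and 0.368 against 0.433 and 0.424), and the difference of 0.0412 became 0.0196 without control 2. The groups overlapped in DPsel (0.158 and 0.136 against 0.172 and 0.158) and in CD8SP (0.234 and 0.270 against 0.263 and 0.231), and lay apart in CD4SP (0.127 and 0.0996 against 0.134 and 0.131).

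Phases were assigned on the same thinned cells. In S or G2/M were 94.8% and 94.5% of DPbla cells of the control and 97.1% and 96.7% of those of the cKO libraries. The markers that named DPbla are genes of cycling cells, such as Birc5, Tpx2, Nusap1 and Cenpf. A blast that left the cycle could thus fall outside the class, so the high share and score of DPbla follow in part from its naming. They cannot show whether blasts left the cycle. The list holds no Cd4, Cd8 or Rag gene, so cycling cells from before the DP stage may be included. Within DPbla, S-phase cells rose from 26.2% and 29.1% to 32.7% and 33.0%, while G2/M cells went from 68.6% and 65.4% to 64.5% and 63.7%. Cycling cells made up 40.0% and 41.3% of DN cells in the control against 51.3% and 49.3% in the cKO libraries, 31.4% and 25.3% against 39.1% and 38.4% in DPre, 23.9% and 20.2% against 26.6% and 27.7% in DPsel, and 17.3% and 16.6% against 22.8% and 21.2% in CD4SP. In CD8SP the groups overlapped (35.1% and 39.5% against 41.7% and 37.8%). All of these tests had an exact p of at least 0.333. In the MPS class 48.9% and 31.3% of the control and 58.9% and 45.9% of the cKO cells were assigned to S or G2/M, so the assignment has a high background in cells of another type. For DPbla the alternative that moved the difference most was a mitochondrial limit of 5%, which brought it from 2.20 to 0.0921 percentage points. Without thinning the DPre difference was 15.2 percentage points in place of 10.4.

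**Figure D1:**
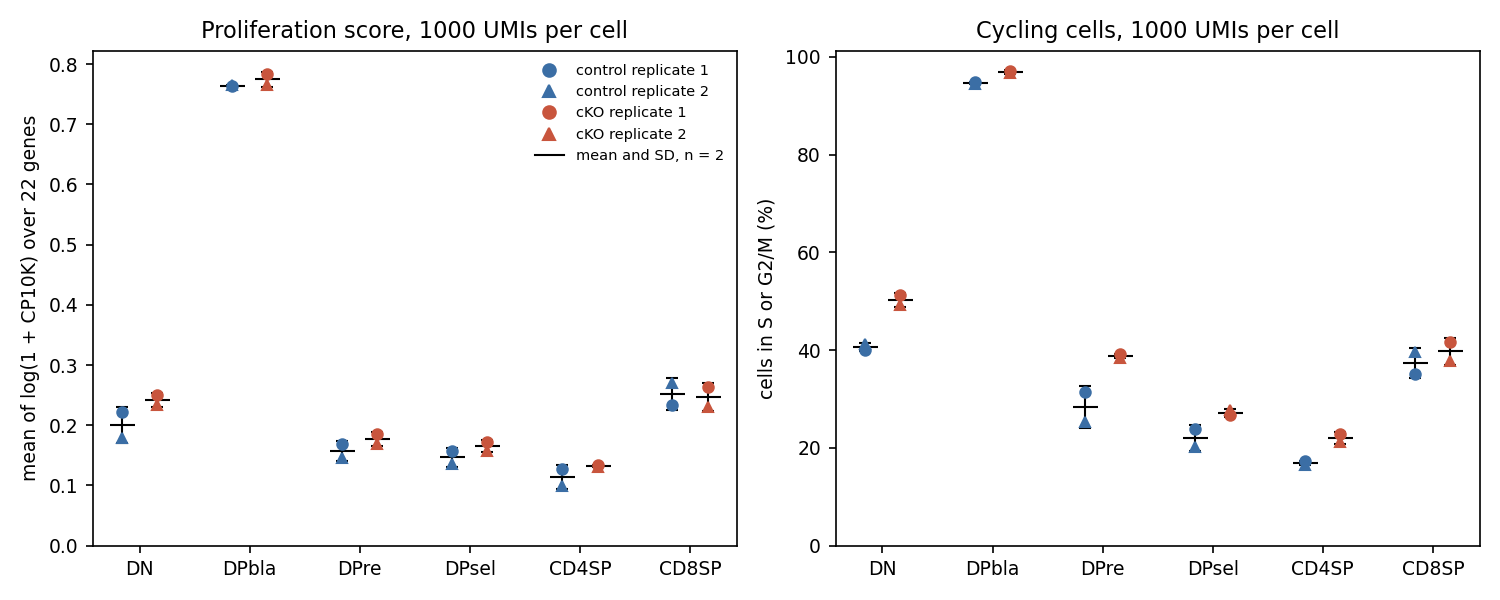
Proliferation score (left, mean log(1 + CP10K) of 22 genes) and percent of cells assigned to S or G2/M (right) per class on cells thinned to 1000 UMIs, with points for libraries and black bars for the mean and SD of 2 libraries. DPbla scores differed by at most 0.02 between the 4 libraries and were higher in both cKO libraries, and the share of cycling DN, DPbla, DPre, DPsel and CD4SP cells was higher in both cKO libraries.

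As a test across genes, the 22 genes were examined as a set with camera on the summed counts. The set was higher in cKO in DN (16 of 17 tested genes higher, median log2 fold change 0.64, adjusted p 5.98e-26), in DPre (20 of 22, 0.30, 1.22e-06), in DPsel (20 of 22, 0.30, 4.84e-06), in CD4SP (13 of 16, 0.24, 0.0016), in CD8SP (11 of 21, 0.03, 0.00512) and in all DP (21 of 22, 0.37, 1.12e-15). It was also higher in MPS (8 of 13, 0.24, 7.26e-05). In DPbla it was not called (9 of 22 higher, median -0.05, adjusted p 0.486). Under fry, which estimates the correlation between the genes, the DN call held (adjusted p 0.00833) and the other calls did not (0.0887 to 0.467). With an estimated correlation in camera no call held (0.0589 in DN).

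Genes changed in each class were counted next. The test called 350 genes in DPbla (222 higher and 128 lower in cKO), 125 in DPre (75 and 50), 14 in DPsel (10 and 4), 16 in CD4SP (9 and 7), 18 in CD8SP (13 and 5), 715 in all DP (450 and 265) and 2 in DN (both higher). In MPS 0 genes were called, with 204 genes at an unadjusted p under 0.05. The number of cells behind these counts differs between classes, and in simulated data a log2 change of 0.5 was recovered for 26% of changed genes in DPbla, 12% in DPre and 0% in MPS. Control and cKO libraries did not overlap for 46.3% of the genes tested in DPbla, 45.5% in DPre and 31.3% in MPS, where chance gives 33.3%. The split of the same 4 libraries by replicate number called 1 gene in DPbla, 4 in DPre, 27 in DPsel, 17 in CD4SP, 12 in CD8SP, 2 in all DP, 4 in DN and 6 in MPS, so in DPsel, CD4SP, DN and MPS the genotype gave fewer calls than the replicate number. The crossed split called 2 genes in MPS and 0 in every other class, with 41 to 258 genes at an unadjusted p under 0.05. Each other split was fitted as the single term, so the genotype difference entered its residual spread and lowered its calls. These counts are therefore no measure of false calls in the genotype fit. Among fits on genotype alone, the count for DPbla moved most when only its cluster with the highest score was kept, to 7, and the count for DPre moved most without a filter on low counts, to 596. The count for DPbla was 69 without removal of the cells with extreme UMI totals.

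**Figure D2:**
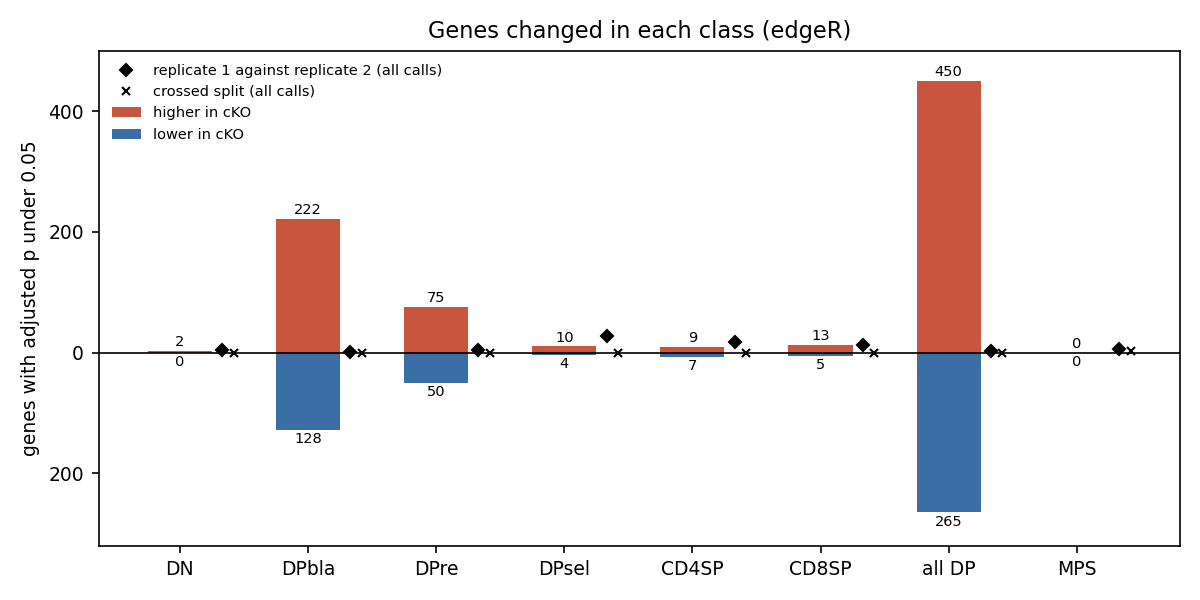
Number of genes with an adjusted p under 0.05 (edgeR) per class, bars upward for genes higher and downward for genes lower in cKO, with symbols for all calls of the 2 other splits of the 4 libraries. DPbla (350), DPre (125) and all DP (715) stand above both other splits, which reach at most 27 calls. The genotype difference adds to the residual spread of those splits, so their counts do not measure false calls.

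The genes with the largest called changes in DPbla were Car12 (log2 fold change 2.71, SE 0.66), Ifit1 (2.5, 0.39), Pheta2 (2.45, 0.64), Gm16157 (2.41, 0.53) and Dctd (2.36, 0.44) among the higher ones, and Khdrbs3 (-2.61, 0.49), Drc1 (-2.47, 0.58), Gm32004 (-2.14, 0.33), Smoc1 (-2.06, 0.41) and Mycn (-1.73, 0.35) among the lower ones. All of these had adjusted p-values between 0.00101 and 0.0353 and were low in level, at most 8.33 CPM in any library. In DPre the most raised gene was Cox6a2 (ENSMUSG00000030785, chromosome 7, 128205435 to 128206387), which went from 2.06 and 1.84 CPM to 19.5 and 19.0 CPM (log2 fold change 3.31, SE 0.21, adjusted p 2.41e-05). It was followed by Rab44 (2.81) and Tspoap1 (2.45). The most lowered genes in DPre were Drc1 (ENSMUSG00000073102, chromosome 5, 30281388 to 30366695), from 9.21 and 15.2 CPM to 1.87 and 1.72 CPM (-2.78, SE 0.30, adjusted p 0.00117), Crmp1 (-2.20) and Esrp2 (-1.82). Tspoap1 (ENSMUSG00000034156, chromosome 11, 87760541 to 87785928) was also called in DPsel (2.45) and CD8SP (2.59), and Tmem126a (ENSMUSG00000030615, chromosome 7, 90450700 to 90457229) was called lower in DPsel (-1.18), CD4SP (-1.26) and CD8SP (-1.22). Besides these, the rule named Gm41600, Gzma (higher), Prss2 and Gm32004 (lower) in DPsel, Dnm3, Phlda3, Plac8 (higher), Eci1 and Ephb6 (lower) in CD4SP, and Tnni1, Phlda3 (higher), Cd163l1 and Bcl2a1b (lower) in CD8SP. In all DP it named Cox6a2, Acot5, Rab44, Acnat1, Drc1 and Trav2, and reads of Acot5, Acnat1, Bcl2a1b, Prss2 and Trav2 can be shared with near-identical family members. The 2 genes called in DN were Top2a (59.8 and 58.9 CPM against 143 and 142 CPM, log2 fold change 1.26, SE 0.16, adjusted p 0.00487) and Tuba1b (190 and 180 CPM against 372 and 324 CPM, 0.91, SE 0.13, adjusted p 0.00821).

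The fixed cell cycle genes were lower in both cKO libraries in DPbla, and with genotype as the single term none of them was called over all genes. Cdk1 (ENSMUSG00000019942, chromosome 10, 69335146 to 69352938) had 382 and 370 CPM in the control and 330 and 280 CPM in the cKO libraries (log2 fold change -0.30, SE 0.11, adjusted p 0.143, edgeR). Ccnb2 (ENSMUSG00000032218, chromosome 9, 70407692 to 70421547) had 483 and 381 CPM against 347 and 297 CPM (-0.42, SE 0.12, adjusted p 0.0573). It was called with 4 alternatives fitted on genotype alone (DESeq2 size factors in edgeR, no filter on low counts, equal cells and UMIs, and resolution 1.5), whose adjusted p-values ranged from 0.0125 to 0.899 over all alternatives of that kind. In the DPbla cluster with the highest score (cluster 15) Ccnb1 and Ccnb2 changed by 0.45 and 0.15. Ccnb1 (chromosome 13, 100778650 to 100786570) changed by -0.28 (SE 0.11, adjusted p 0.189) and Ccna2 (chromosome 3, 36564865 to 36572150) by -0.25 (SE 0.11, adjusted p 0.242). Part of these differences lay in the make-up of the class, since the share of cluster 8 among DPbla cells was 20.1% and 26.4% in the control and 30% and 32.7% in the cKO libraries. In DPre the same 4 genes had higher means in cKO, with log2 fold changes between 0.38 (Ccnb1) and 0.61 (Ccna2), at 9.67 to 28.6 CPM and adjusted p-values from 0.144 to 0.491. Ccna2 was called there with no filter on low counts (adjusted p 0.0139, within a range of 0.0139 to 0.314 over its alternatives fitted on genotype alone). Without control 2 the DPre values became 0.02 for Ccnb1, 0.10 for Cdk1, 0.17 for Ccnb2 and 0.35 for Ccna2. In DPbla, Cdk1 became -0.19 and Ccna2 -0.14 without cKO 2, and Ccnb1 became -0.16 and Ccnb2 -0.24 without control 1.

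Cd8a (ENSMUSG00000053977, chromosome 6, 71373427 to 71379173) and the neighbouring Cd8b1 (ENSMUSG00000053044, chromosome 6, 71322788 to 71337494) encode the chains of the CD8 coreceptor. Cd8a fell in DPbla from 1485 and 1187 CPM to 921 and 762 CPM (log2 fold change -0.67, SE 0.13, adjusted p 0.00482, edgeR) and in DPre from 1966 and 1515 CPM to 1245 and 1126 CPM (-0.55, SE 0.12, adjusted p 0.0454). The DPre call of Cd8a was lost without mitochondrial and ribosomal protein genes (adjusted p 0.0576) and with 10% of cells removed as doublets (0.0541), while over its alternatives fitted on genotype alone the adjusted p was at most 0.0576. Its log2 fold change lay between -0.60 and -0.55 in those with all 4 libraries and became -0.35 without control 1 and -0.73 without control 2. In DPsel it changed by -0.50 (SE 0.10, adjusted p 0.0905) and was called with 5 alternatives fitted on genotype alone (the DESeq2 Wald test, no filter on low counts, no doublet removal, a mitochondrial limit of 5% and clusters from the control libraries), where adjusted p ranged from 0.000498 to 0.118 over all of that kind. It changed in all DP by -0.57 (SE 0.11, adjusted p 0.00776). Cd8b1 was called in DPbla (1753 and 1582 CPM against 1287 and 1095 CPM, -0.49, SE 0.12, adjusted p 0.0234) and not in DPre (-0.20, SE 0.09, adjusted p 0.347). The DPbla call of Cd8b1 was lost at a mitochondrial limit of 5% and both DPbla calls were lost in cluster 15 alone, with log2 fold changes of -0.52 for Cd8a and -0.39 for Cd8b1 there. Of the 7 fixed genes, 6 passed in DPbla and 2 in DPre when adjusted over the list alone, against 2 and 1 over all genes tested. In DN the log2 fold changes were 1.22 for Cdk1, 1.16 for Ccnb1, 0.88 for Ccnb2, 1.94 for Ccna2 and -0.56 for Cd8a. These passed over the list alone (adjusted p 0.00561 to 0.0349, edgeR) and not over all genes (0.220 to 0.579). The cell cycle genes there had 3 to 121 UMIs per library. Tox4 and Cd8b1 passed neither way in DN.

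**Figure D3:**
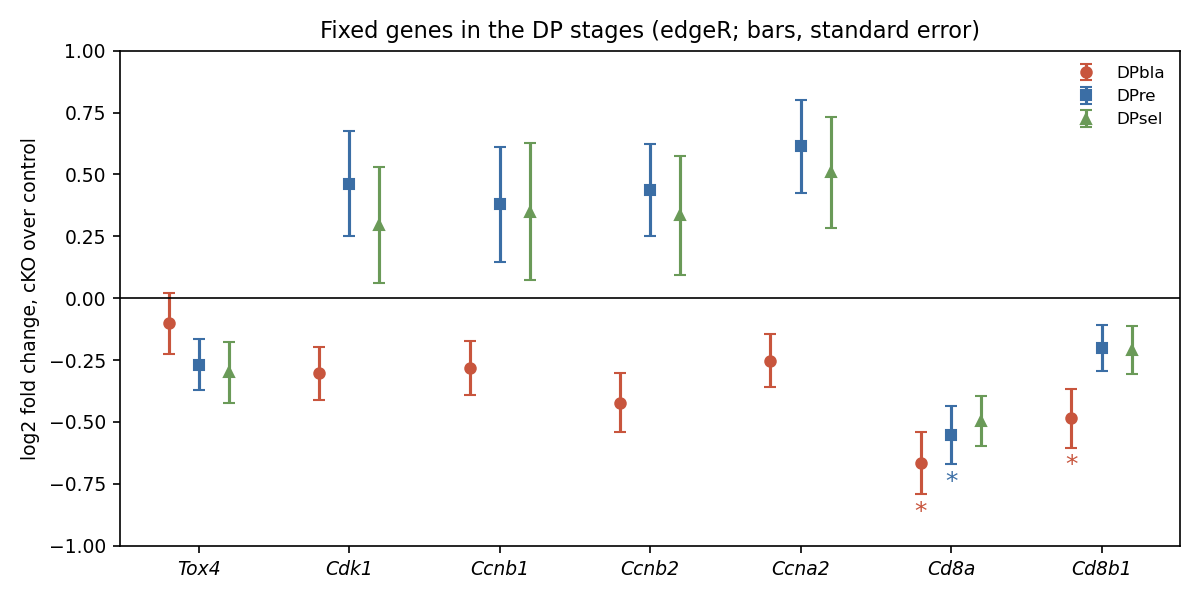
log2 fold change (cKO over control) of the 7 fixed genes in DPbla, DPre and DPsel, with points for edgeR estimates from 2 libraries per group, bars for the approximate standard error and asterisks for an adjusted p under 0.05 over all genes tested. Cd8a and Cd8b1 in DPbla and Cd8a in DPre carry an asterisk, and the 4 cell cycle genes lie below 0 in DPbla and above 0 in DPre.

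A rule of size alone, close to the one used in the study, was also applied: a log2 fold change of mean CP10K above 0.25 in size in the same direction in both same-numbered pairs, in genes detected in at least 10% of cells. A pseudocount of 1 CP10K was added to each mean. It shrinks the change of genes of low level, so the limit is not one on their plain fold change. The rule took 93 genes in DPbla, 67 in DPre, 32 in DPsel, 27 in CD4SP, 31 in CD8SP, 71 in all DP, 21 in DN and 175 in MPS. The same rule applied to control 1 against control 2 together with cKO 1 against cKO 2, where genotype does not differ, took 19, 24, 31, 21, 21, 21, 32 and 194 genes in the same order. DPbla, DPre, CD4SP, CD8SP and all DP thus exceeded this background, DPsel did so by 1 gene, and DN and MPS did not. A limit of 0.5 moved the counts most, to 4 in DPbla and 4 in DPre.

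Finally, the change of a gene was set against its expression level, since the study compared the levels of lowered and unaffected genes. Genes called lower in DPbla had a median of 5.62 log2 CPM, those called higher 5.08 and those not called 4.52. In DPre the medians were 5.53, 4.60 and 4.49, in all DP 4.79, 4.86 and 4.17, in DPsel 3.83, 5.32 and 4.67, in CD4SP 6.17, 4.74 and 4.84 and in CD8SP 5.10, 6.16 and 4.84. Lowered genes thus had a higher median than genes not called, the comparison of the study, in all of these classes but DPsel. The medians rest on 4 lowered genes in DPsel, 7 in CD4SP and 5 in CD8SP. Lowered genes lay below the raised ones in all DP, DPsel and CD8SP. A test calls small changes more easily in highly expressed genes, so the tested genes were also split into 3 equal parts by level whatever their p-value. The median log2 fold change of the highest part minus that of the lowest was -0.04 in DPbla, -0.07 in DPre, -0.03 in DPsel and -0.04 in all DP, and 0.05 in DN, 0.01 in CD4SP, 0.05 in CD8SP and 0.05 in MPS. The crossed split of the libraries gave 0.06 in DPbla, 0.05 in DPre, 0.02 in DPsel and 0.04 in all DP, and the split by replicate number gave -0.02, 0.01, 0.05 and -0.01 in the same order. The genotype value was larger in size than both in DPre and all DP and not in DPbla and DPsel. A mitochondrial limit of 5% moved the DPre value most, to -0.0283, and 10 parts in place of 3 moved it to -0.106.

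The median DPbla cell had 9564 and 8778 UMIs in the control and 9908 and 7843 UMIs in the cKO libraries, and the median DPre cell 3097 and 2607 against 2941 and 2212 UMIs, with overlapping groups in both classes. In DN (9456 and 9997 against 8978 and 7677 UMIs), CD4SP (6024 and 5576 against 5245 and 4204) and CD8SP (9633 and 8451 against 8050 and 6082) both cKO libraries lay below both control libraries, as they did in MPS (945.5 and 1029.5 against 857.5 and 928.5). With means in place of medians the groups overlapped in DN and MPS. Using means moved the DPbla difference from -295.8 to 102 UMIs, and leaving out 1 library moved it further, to -1328 without cKO 1 and to 736.5 without cKO 2. At 1000 UMIs per cell the median number of genes in DPre was 684 and 680 in the control and 667 and 669 in the cKO libraries.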

Values the study reported

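The study grouped its cells into αβ T cells (15 clusters, 95.22% of cells), γδ T cells (0.21%), B cells (0.33%), mTEC (0.38%) and MPS (2 clusters, 3.87%). Its filters had left out 388 to 844 doublets per library. DPbla, DPre and DPsel were given as 17.8%, 60.0% and 22.2% of DP cells. In the first 2 DPbla clusters and the first DPre cluster it counted 15, 66 and 24 changed genes. Cdk1, Ccnb1, Ccnb2 and Ccna2 were among the genes it found lowered in the second DPbla cluster, and Cd8a and Cd8b1 among those lowered in several clusters.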

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

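All tests in this part, that of the difference between DPbla and DPre included, were chosen after the files had been examined, and the limits that left cluster 4 unnamed were not fixed beforehand.

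Genes whose change differed between DPbla and DPre. A test of the difference itself, an interaction of genotype and class fitted with edgeR on the summed counts of both classes with the library as a block, called 52 genes, of which 9 had the higher change in DPbla and 43 the lower. Among the fixed genes the log2 fold change in DPbla lay below that in DPre by a difference of -0.80 for Cdk1 (adjusted p 0.0295, edgeR), -0.87 for Ccnb2 (adjusted p 0.00256) and -0.88 for Ccna2 (adjusted p 0.00339), and by -0.67 for Ccnb1, which did not pass (adjusted p 0.059). For Cd8a (-0.12, adjusted p 0.771) and Cd8b1 (-0.29, adjusted p 0.274) no difference between the classes was found. The count of genes ranged from 4 with a mitochondrial limit of 5% to 89 at resolution 1.5 over 10 alternatives.

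Several technical explanations were weighed for this pattern. If doublets of blasts and resting cells made it, removing 10% of cells as doublets should take most of the genes away, and 54 were called then, 50 of them the same genes. If the clusters had been built on the changed genes, clusters without those genes should lose the calls, and 44 were called, 42 of them the same genes, although Cdk1 was no longer among them (adjusted p 0.0659, within a range of 0.00445 to 0.0659 over its alternatives). These values argue against both as the whole cause. The lower depth of the cKO cells was tried with equal cells and UMIs per library, where 26 genes were called, 25 of them the same genes. For 3 of the fixed genes the difference stayed called there, at -0.80 for Cdk1, -0.90 for Ccnb2 and -0.78 for Ccna2. That of Ccnb1 went from -0.67 to -0.49 and was not called (adjusted p 0.384, edgeR, within a range of 0.0208 to 0.791 over its alternatives). In that setting the sum of each library was thinned and not its cells, which leaves the expected changes as they are. It also leaves fewer counts to test. The setting therefore cannot decide on the depth of the cells, which stays open for the list and for these genes. Over the 10 alternatives the adjusted p of Ccnb2 ranged from 0.000326 to 0.0562 and that of Ccna2 from 0.000367 to 0.130, both highest at a mitochondrial limit of 5%.

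The lower side of the pattern, in DPbla, may rest partly on the make-up of that class. Cluster 8, led by Hells, Ung and Mcm3, grew from 23.2% to 31.4% of DPbla cells on average, and cluster 12, led by Cenpa, Cdc20 and Cenpf, shrank from 29.3% to 22.3%. When each library was given the same make-up of the 4 DPbla clusters, the log2 ratio of Ccnb1 went from -0.33 to -0.0649 and that of Ccna2 from -0.30 to -0.15, and the groups overlapped for both, so a changed make-up is a candidate explanation for these genes. For Cdk1 (from -0.35 to -0.19) and Ccnb2 (from -0.47 to -0.28) both cKO libraries stayed below both control libraries, so part of the difference remained. Within single clusters Cdk1 was lower in both cKO libraries in clusters 9 and 15 and not in 8 and 12. Ccnb2 was so in clusters 8 and 9 and not in 12 and 15. The remaining part was not tested against the spread between libraries, so the make-up as the whole cause stays open there too. The summed level of the 22 genes in DPbla was 17390 and 17011 CPM in the control and 16087 and 14911 CPM in the cKO libraries, a change of -9.89%, and the difference ranged from -2290 CPM without cKO 1 to -1113 CPM without cKO 2. A change of make-up can itself be an effect of the genotype, and that was not tested. Cd8a (from -0.72 to -0.61) and Cd8b1 (from -0.54 to -0.44) kept most of their difference and were lower in both cKO libraries in each of the 4 clusters.

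The higher side of the pattern, in DPre, may come from free RNA of cycling cells, which make up a larger share of the cKO libraries. If so, the proliferation genes should also rise in MPS cells, in which Lck-Cre should be inactive, although these droplets also held RNA of thymocytes (477 to 745 CPM of Cd8b1). The summed level of the 22 genes rose by 1028 CPM in MPS (2968 and 1907 CPM in the control, 3660 and 3272 CPM in the cKO libraries), and by 498 CPM without control 2. In DPre it rose by 226 CPM (1758 and 1473 against 1936 and 1746 CPM, with overlapping groups), and by 83.0 CPM without control 2. The thinned score per cell, however, overlapped between the groups in MPS (0.255 and 0.158 against 0.284 and 0.253), and Cdk1 in MPS changed by -0.20 (SE 0.34) from between 18 and 33 UMIs per library. Ccnb2 (0.65, SE 0.44) and Ccna2 (0.87, SE 0.54) went the other way in MPS, from between 3 and 34 UMIs per library. These values do not decide on free RNA, which stays open. More cycling cells within DPre remain open as well, and so does an effect of the genotype.

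The share of cluster 4. This cluster was left unnamed because of its low UMI counts (median 840) and entered no comparison of classes. It held 3.24% and 3.28% of the kept cells of the control libraries and 8.03% and 5.92% of those of the cKO libraries, a mean of 6.97% in cKO and a ratio of 2.14 (1.82 without cKO 1 and 2.46 without cKO 2). Its best marker list was that of DPbla, and Igkc, Cdk1, Ybx3 and Tuba1b led it. Doublets would be thinned out by stricter removal, and the ratio was 2.02 with 10% removed. Clusters built without the changed genes gave 1.96. In both cases both cKO libraries stayed above both control libraries, which argues against these explanations. A larger number of shallow droplets in the cKO libraries should also enlarge the other low-UMI cluster of thymocytes, cluster 7, whose share had a ratio of 1.37. That is smaller than 2.14 and in the same direction, so shallow droplets and a larger number of blasts with little RNA cannot be told apart. Of the other low-UMI clusters, cluster 11 (MPS) had a ratio of 1.61 and cluster 19 (unnamed) one of 1.83, with overlapping groups in both. Kept cells under 1000 UMIs made up 7.58% and 4.54% in the control and 14.9% and 7.82% in the cKO libraries, and outside cluster 4 5.75% and 2.85% against 10.0% and 4.68%, where the groups overlapped. The median UMIs of kept cells did not part the groups either (3455.5 and 2914.5 against 3208.5 and 2493). A mitochondrial limit of 5% gave the smallest ratio, 1.34. If part of cluster 4 were DPbla cells, the DPbla share would be understated more in cKO than in control.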

How the results depend on the processing

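The settings in this part were planned before the files were opened, except that leaving out 1 library was not listed for UMIs per cell and was added to it after the data had been seen. Settings listed for the test of genes were applied to every value of the same fit.

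The shares of DN, DPbla, DPre and DPsel kept their direction under every choice of filter, doublet removal and clustering. When 1 library was left out in turn, the difference (cKO minus control) ranged from 0.790 to 1.20 percentage points for DN, from 2.62 to 2.88 for DPbla, from -10.5 to -2.85 for DPre and from -3.86 to -1.30 for DPsel. It changed sign for CD4SP (-1.44 to 0.135), CD8SP (-0.635 to 0.698) and MPS (-0.639 to 3.25). As a ratio to DN the difference was -1.81 for DPbla, -0.979 for CD8SP and -0.199 for MPS, opposite to their shares, which the larger DN share in the denominator brings about. MPS also reversed at a mitochondrial limit of 5% (-0.35) and CD8SP without removal by UMI total (-0.129). The cause was not tested.

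The proliferation score of DPbla reversed on the linear CP10K scale (-0.33) and at a mitochondrial limit of 5% (-0.0314). That of CD8SP, -0.00511 in the report's setting, was above 0 with 10% of cells removed as doublets (0.000514), with no doublet removal (0.00428), with genes scaled over all libraries together (0.00152), on the linear scale (0.0116), thinned to 2000 UMIs (0.0213), unthinned (0.00423) and with variable genes without the called genes (0.0173). The share of cycling CD8SP cells reversed with 10% removed as doublets (-0.461). The cause was not tested. With 1 library left out the score difference ranged from 0.00106 to 0.0193 in DPbla, from 0.00869 to 0.0329 in DPre and from 0.0196 to 0.0627 in DN, and the difference in cycling cells from 1.97 to 2.44, from 7.39 to 13.5 and from 8.68 to 10.7 percentage points. The same ranges for the score were 0.00691 to 0.0289 in DPsel, 0.00514 to 0.0331 in CD4SP, -0.0235 to 0.0132 in CD8SP, 0.0355 to 0.0647 in all DP and 0.0137 to 0.110 in MPS. For cycling cells they were 3.23 to 6.99, 4.25 to 5.90, 0.204 to 4.61, 8.68 to 14.3 and 3.57 to 21.1 percentage points.

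For the set of 22 genes, fry gave adjusted p-values of 0.191 in DPre, 0.191 in DPsel, 0.0887 in CD4SP, 0.467 in CD8SP, 0.101 in all DP and 0.467 in MPS. Camera with an estimated correlation gave 0.0589 in DN, 0.295 in DPre, 0.295 in DPsel, 0.24 in CD4SP, 0.407 in CD8SP, 0.24 in all DP and 0.37 in MPS. Both estimate the correlation from 4 libraries. The CD8SP call was also lost without removal by UMI total (0.197), and in CD4SP the set was lower, and not called, with variable genes without the called genes (0.267).

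The number of genes called (edgeR, genotype alone) changed with the filters, the clusters and the test. With no filter on low counts it was 79 in DN, 565 in DPbla, 596 in DPre, 163 in DPsel, 82 in CD8SP, 1279 in all DP, 7 in MPS and 0 in CD4SP (750 at an unadjusted p under 0.05). With at least 50 counts on average it was 5 in DPsel and 10 in CD8SP. The DESeq2 Wald test called 192 in DPbla, 174 of them shared, and 7 in CD8SP. Without removal by UMI total the counts were 69 in DPbla, 9 in DPsel, 11 in CD8SP and 233 in all DP. In DN the count stayed at 2, and neither Top2a nor Tuba1b was among these genes. A mitochondrial limit of 5% gave 54 in DPbla, 68 in DPsel and 427 in all DP, and left too few cells for a value in DN and CD8SP. With no doublet removal DN had 5, DPsel 30 and CD8SP 33, and with 10% removed DN had 6 and CD8SP 34. Resolution 1.5 gave 6 in DN, 23 in DPsel and 36 in CD8SP. Genes scaled over all libraries together gave 7 in DN, 190 in DPre, 6 in CD4SP and 8 in CD8SP. Clusters from the control libraries gave 232 in DPre, 26 in DPsel, 36 in CD4SP, 33 in CD8SP and 0 in DN (536 at an unadjusted p under 0.05). Variable genes without the called genes gave 35 in CD4SP and 7 in CD8SP. With equal cells and UMIs DN had 37 and CD4SP 0 (660 at an unadjusted p under 0.05). The DPbla cluster with the highest score alone had 7, with fewer cells, and there Tox4 (0.25), Ccnb1 (0.45) and Ccnb2 (0.15) reversed, none of them called. Ccnb1 in DPre reversed at a mitochondrial limit of 5% (-0.0454). The cause was not tested.

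The rule of size took 5 genes in DN, 42 in DPbla, 16 in DPsel, 14 in CD4SP, 19 in CD8SP, 41 in all DP and 82 in MPS when all 4 pairs had to agree. At a limit of 0.5 it took 4 in DPbla, 4 in DPre, 2 in all DP, 9 in MPS and 0 in DN, DPsel, CD4SP and CD8SP. A mitochondrial limit of 5% gave 57 in DPsel and 280 in MPS, and no removal by UMI total gave 10 in DN. The change of the highest of 3 parts by level minus that of the lowest was -0.0283 in DPre and 0.0019 in all DP at a mitochondrial limit of 5%, and 10 parts gave 0.0919 in DN and -0.106 in DPre. Mean in place of median UMIs per cell reversed DPbla (102), and the limit of 5% reversed all DP (21). The cause was not tested.

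Leaving out 1 library moved Tox4 between -0.36 and -0.19 in all cells, between -0.32 and -0.25 in all DP and between -0.19 and -0.02 in DPbla. UMIs per cell ranged from -2049 to -748 in DN, -1328 to 736.5 in DPbla, -639.5 to 89.0 in DPre, -1064 to 249 in DPsel, -1597 to -555 in CD4SP, -2960.5 to -992.5 in CD8SP, -653.75 to 238 in all DP and -136.5 to -52.5 in MPS.

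Among 1059 values of the 56 log2 fold changes of named genes under alternatives, 926 kept direction and side of the threshold, 85 no longer passed it, 18 newly passed it, 27 without a test moved and 3 reversed. DESeq2 gave no adjusted p for 16 further values.

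Whether the replicate number pairs the libraries was checked by the correlation of their deviations from the group means, which was 0.101 to 0.252 over the classes and 0.117 to 0.390 among the genes above the median level. The study describes 2 control and cKO pairs for these data and sex-matched littermates for all its work. Neither the study nor the labels say whether the number marks a pair, a litter or a batch. With 2 pairs this check cannot settle it. Whether the number marks littermates or a shared batch therefore stays open, and the number was not used in the report's fits. With the replicate number as a block edgeR called 11 genes in DN, 1140 in DPbla, 1061 in DPre, 279 in DPsel, 28 in CD4SP, 88 in CD8SP, 1974 in all DP and 0 in MPS (299 at an unadjusted p under 0.05). Tox4 was then -0.27 in all cells (adjusted p 0.042) and -0.28 in all DP (adjusted p 0.029). In DPbla the block fit called Cdk1 (adjusted p 0.00711), Ccnb1 (0.0202), Ccnb2 (8.09e-05) and Ccna2 (0.0355), in DPre Cdk1 (0.00772), Ccnb2 (0.0386) and Ccna2 (0.00118), and in DPsel Cd8a (6.29e-07). The fixed genes were followed under both fits in DPbla and DPre, with Cd8a also in DPsel and all DP. Tox4 was followed in DPbla, all DP and all cells. Among these the block fit changed no other call, and it changed no call of the gene set. Fixed genes in other classes were not compared.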

Other observations

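The hypothesis in this part and its tests were all chosen after the results had been seen.

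The V segment genes of the T cell receptor alpha chain (Trav) were lower in the cKO libraries. In all DP cells 42 of 49 tested Trav genes had a lower level in cKO, with a median log2 fold change of -0.59 (camera adjusted p 9.47e-08, fry adjusted p 1.48e-04, edgeR fit). In DPre 32 of 41 were lower, with a median of -0.32 (camera adjusted p 9.14e-04, fry adjusted p 2.51e-04). In DPsel 12 of 17 were lower, with a median of -0.45 (camera adjusted p 0.012, fry adjusted p 0.135). In the 2 other splits of the 4 libraries (by replicate number and crossed) the medians were 0.02 and 0.02 in DP, with unadjusted camera p-values of 0.945 and 0.592, and 0.03 and 0.08 in DPre (0.986 and 0.698). In DPsel they were -0.06 and 0.18 (0.651 and 0.0314), so camera also gave a p under 0.05 in DPsel where genotype did not differ. Summed over all segments, Trav counts reached 86.7 and 81.7 CPM in DP cells of the control and 58.8 and 60.0 CPM in those of the cKO libraries, which is a change of -29.4% (from -31.4% to -27.3% when 1 library was left out). The summed V segments of the beta chain (Trbv) reached 48.3 and 40.7 CPM against 46.7 and 38.0 CPM, with overlapping groups. By stage, summed Trav was lower in both cKO libraries in DPre (97.4 and 96.4 against 72.7 and 76.7 CPM) and DPsel (112 and 107 against 85.7 and 86.0 CPM). In DPbla the groups overlapped (39.9 and 28.7 against 28.8 and 25.3 CPM). Outside DP the summed Trav level was also lower in both cKO libraries in CD4SP (77.2 and 83.9 against 65.3 and 69.1 CPM, -16.5%, from 151 to 201 UMIs per library) and CD8SP (67.9 and 53.9 against 48.7 and 48.6 CPM, -20.1%, from 91 to 123 UMIs). In DN (8, 15, 12 and 26 UMIs) and MPS (6, 3, 9 and 9 UMIs) too few were counted for a comparison. Alpha chain genes are rearranged in DPre cells, later than beta chain genes, and the Trav genes tested in DP lie on chromosome 14, between 52427928 and 53977678, with their first member 131527 bp beyond the end of Tox4. Other genes within 2000000 bp of Tox4 had a median log2 fold change of -0.02 in DP, and 13 of 23 were lower.

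Of the technical explanations, a changed make-up of the DP stages would leave no difference within a stage, and the median within DPre was -0.32. Within the 2 largest DPre clusters the summed Trav level changed by -27.8% (cluster 1) and -19.8% (cluster 2). In the DPre cluster 7 the groups overlapped (133 and 48.3 against 61.4 and 77.8 CPM), from 12 to 43 UMIs per library. Make-up can explain why the change in all DP exceeded that in DPre, and not the change within DPre. At equal cells and UMIs per library the DP median was -0.51. Sums and not cells were thinned there, so lower depth of the cKO cells stays open. In DPre alone at equal cells and UMIs, 25 Trav genes could be tested, with a median of -0.17 and an unadjusted camera p of 0.089, so at that depth the DPre difference was not called. Counts moved between near-identical segments would leave their sum, and the sum changed by -29.4%. Reads left out of the counts because they match several segments would be missing from the sum as well, so the sum cannot decide on those. Transcripts were captured at their 3′ end. For a rearranged alpha chain that end lies in the constant region gene Trac (chromosome 14, 54220521 to 54224206), beyond the Trav genes. Trav counts therefore need not measure rearranged transcripts, and the level of Trac is not given here. With that limit, fewer DP cells with a transcribed alpha chain rearrangement is a candidate explanation for DP alone. By itself it would not lower Trav in CD4SP and CD8SP cells, which have passed selection on an alpha chain, so a lower Trav level per cell and free RNA of DP cells in other droplets stay open as well, and none of these was tested. An effect of the Lck-Cre transgene itself, which only the cKO libraries carry, stays open, as does any difference between the mice other than Tox4, and neither was tested. Single V segments had few counts, so the pattern is one of the set, in which 2 of 49 genes were called in DP.

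The mTEC share given by the study has no counterpart here, because the 2 clusters in which the mTEC list scored highest also carried markers of other classes.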
